A study of Homo sapiens with 6 samples. Its data were reported in "Re-expression of SMARCA4/BRG1 in small cell carcinoma of ovary, hypercalcemic type (SCCOHT) promotes an epithelial-like gene signature through an AP-1-dependent mechanism" (2020).

How the data were processed

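RNA was sequenced from COV434 cells, an established ovarian cell line that the study groups with its lines of SCCOHT, a hypercalcemic small cell cancer of the ovary without BRG1 protein. BRG1, encoded by SMARCA4, is an ATPase of the SWI/SNF chromatin remodeling complex. Cells were co-transfected with a control plasmid or a BRG1 plasmid together with a plasmid for puromycin resistance, were placed on puromycin at 2 to 3 µg/ml 24 hours later and were harvested after 3 days. The labels give 3 Control and 3 BRG1 samples, numbered 1 to 3 in each group. Poly(A) RNA libraries were made from 500 ng of RNA without keeping strand and were sequenced as read pairs of 78 bases.

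The authors aligned the reads with STAR, quantified transcripts with salmon against the GENCODE annotation and summed them to genes with tximport. The deposited values are estimated counts per gene symbol, made by the authors from TPM scaled by transcript length and by library size (lengthScaledTPM). These estimated counts need not be whole and are not divided by library size. The scaling removes differences in transcript length between samples, and reads that fit several genes are shared out by salmon's model, so genes with near-identical copies and genes with overlapping exons have uncertain values. Because the libraries do not keep strand, antisense transcripts over the same exons add to a gene's value. SMARCA4 values in BRG1 samples include transcripts from the plasmid.

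The estimated counts were rounded to whole numbers. The table held 19899 genes, of which 18096 had a count in any sample. The main test was the Wald test of DESeq2 (version 1.42.0) in R 4.3.3, BRG1 against Control with no covariate, median-ratio size factors and independent filtering. The use of DESeq2 was taken from the study's methods, which do not state the design formula, the size factors or the filtering. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05. Adjusted p-values that DESeq2 left empty stayed empty. The quasi-likelihood test of edgeR (version 4.0.16) and voom of limma (version 3.58.1), both with TMM factors, were alternatives. Counting error is set by the totals of 29699759 to 63613736 estimated counts per sample. A group whose 3 samples all held 3 counts or fewer was treated as being at the floor, and a fold against it was computed against 3 counts and is a lower bound.

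Each fit, apart from those that leave out a replicate, was tested on simulated data with 200 genes changed by 2 on the log2 scale. The data were drawn from the means, library sizes and DESeq2 dispersions of the real samples. No effect of the replicate number was simulated, and the dispersions came from the fit without it. The simulations therefore cannot give the false share of fits with the replicate number as a block where samples are paired. Over 18096 genes DESeq2 recovered 89.5% of the changed genes with a median absolute change of 1.97. Of its 231 calls, 52 were false, a share of 22.5%. That exceeded both the 5% that the threshold names and a limit of 15% set for this test in advance. With the replicate number as a block the share was 28.8%, with the GC and length correction and the block 28.2%, and with the other DESeq2 settings between 20.4% and 22.5%. The edgeR test, over 14297 genes, recovered 83.5% with a false share of 2.91%, or 79.5% and 4.79% with the block, and limma-voom recovered 81.0% with a false share of 2.99%. DESeq2 was kept because the design had been fixed, and the limit was turned from a stop into a reported value. A second simulation was added after that result, with 2000 changed genes, close to the number called in the real samples. There the false share was 8.41% for DESeq2, 9.21% for DESeq2 with the block, 9.17% with the GC and length correction and the block, 4.15% for edgeR and 5.16% for edgeR with the block. Counts of DESeq2 calls therefore hold more false calls than their threshold states, and for all genes and for the members of each list the edgeR count of calls is given beside them where it differs.

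Gene lists were fixed before the data were examined. The study's lists were the xCell epithelial list with CD44 (132 genes), its epithelial markers (42 genes), their union as the epithelial signature (171 genes) and the AP-1 family members it names (24 genes). Lists of 27 SWI/SNF subunits without SMARCA4, 22 mesenchymal, 30 proliferation and 25 interferon response genes were added. For each list the members with a log2 fold change above 0 and the members called were counted, and the list was tested with limma's camera on voom values of genes with at least 10 counts in at least 3 samples, with the correlation between genes preset at 0.01 and Benjamini-Hochberg adjustment over the 8 lists. The fry test and an estimated correlation were alternatives. The epithelial signature score was the centred, bounded mean rank of the signature genes among all genes of a sample, and groups were compared with a two-sided exact permutation test, for which 0.1 is the smallest p with 3 samples against 3. Principal components used DESeq2's variance-stabilised values of the 500 most variable genes.

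Genes were named by a rule fixed in advance. It took the study's target genes; the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among called genes with a mean normalised count of at least 100 and no overlap between groups; and up to 5 such genes per direction within each list at a mean of at least 10. Genes that fall outside the rule are marked as chosen after their values were seen. Some genes that the rule selects are not reported here. Locations were taken from GENCODE release 44 on GRCh38, which is a later release on the same assembly as the authors' annotation. Of the 19899 symbols, 19108 matched a current symbol and 18940 (95.2%) had a GC content and length.

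Replicate pairs were compared by a chi-square test of their counts. Every pair within a group differed by more than sampling noise, with chi-square per degree of freedom between 40.2 and 165. Each sample was therefore counted as a replicate. The test sets libraries against counting noise alone, so it cannot tell separate cultures from separate libraries of 1 culture. The labels number the replicates alike in both groups, and the pairing was checked from deviations from the group means over 12433 genes with a mean of at least 50. Same-numbered samples correlated at 0.495, 0.433 and 0.576 across genes, all above 0.1, and other pairs between -0.481 and 0.0745. The samples were therefore treated as paired by number in an alternative fit, although the labels do not state a pairing. Deviations within a group cancel, so the lower values of the other pairs follow from the same-numbered ones and are no separate evidence. The fit with the replicate number as a block is an alternative and is printed where it changes a call or moves a count of calls by more than 1.5 times; smaller moves in list counts are left out. Other alternatives were other scaling factors, filters, thresholds, outlier handling and leaving out each sample. A correction for GC content and length trends, with and without the block, and edgeR with the block were chosen after seeing the data.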

Results

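The transcriptome of COV434 cells was measured by RNA-seq after transfection with a control plasmid (Control, n = 3) or a BRG1 plasmid (BRG1, n = 3). Control samples 1 to 3 held 37952490, 40400334 and 61519237 estimated counts, and BRG1 samples 1 to 3 held 63613736, 54450992 and 29699759. Mitochondrial genes took between 4.13% and 6.00% of the counts, and the most abundant gene, EEF1A1, took between 1.08% and 1.87%. BRG1 sample 3 was the shallowest library.

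SMARCA4 was examined first, because it is the transfected gene. It lies on chromosome 19 from 10960932 to 11079426 on the plus strand of GRCh38 (GENCODE release 44). Its normalised count was 1551 ± 119 (SD, n = 3) in Control and 88773 ± 17220 (SD, n = 3) in BRG1 samples, with transcripts of the plasmid included. The log2 fold change was 5.84 with a standard error of 0.18 and a DESeq2 adjusted p of 5.4e-216. Within replicate numbers the fold was 75.5, 47.2 and 51.1. SMARCA4 ranked 1 by p-value, while 318 genes called higher had a larger fold change. The other ATPase gene, SMARCA2 (chromosome 9, 1980290 to 2193624), had 16.4 ± 10.9 normalised counts in Control and 24.1 ± 15.9 in BRG1 samples (SD, n = 3), which was within the spread between replicates (log2 fold change 0.59, DESeq2 adjusted p 0.831).

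Whether the groups separate as a whole was examined by principal components. The first component carried 93.0% of the variance of the 500 most variable genes and the second 5.11%. Control samples 1 to 3 lay at -23.0, -24.3 and -26.2 on the first component. BRG1 samples lay at 35.3, 26.3 and 11.96, so that BRG1 sample 3 was the nearest to Control. Over all genes in place of 500 the first component carried 74.2%.

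**Figure D1:**
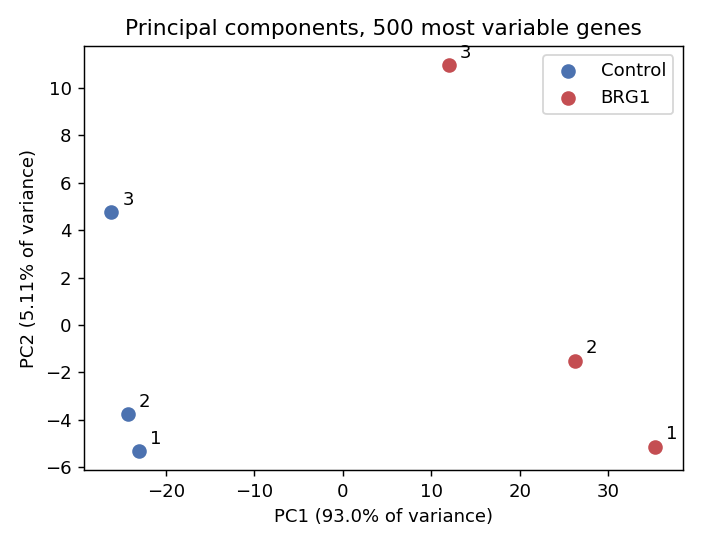
Principal components of variance-stabilised values, with PC1 on the horizontal and PC2 on the vertical axis; each point is 1 library, numbered by replicate. Control libraries lie between -26.2 and -23.0 on PC1 and BRG1 libraries between 11.96 and 35.3.

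The global change in expression after BRG1 reexpression was then tested. Of 16002 genes with an adjusted p from DESeq2, 1764 (11.02%) were called higher and 294 (1.84%) were called lower with BRG1, so that 85.7% of the calls were higher. The number of lower calls moved with the pairing. With the replicate number as a block, DESeq2 called 2095 genes higher and 1035 lower, and the share of higher calls was 66.9%. These included 1661 of the 1764 higher and 288 of the 294 lower genes. On simulated data DESeq2 made more false calls than its threshold states, and edgeR made fewer. edgeR called 1313 genes higher and 140 lower, of which 1310 and 140 were also called by DESeq2. Without BRG1 replicate 3, DESeq2 called 596 genes lower, and without BRG1 replicate 2 it called 116. The median log2 fold change of all tested genes was -0.01.

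Genes called higher changed more than genes called lower. The median absolute log2 fold change was 2.91 among higher and 0.50 among lower calls, and 1488 higher calls but 11 lower calls reached a fold change of 2. Higher calls had a median mean count of 219 and lower calls of 4259, and in 356 higher calls every Control sample held 3 counts or fewer. Among called genes with a mean normalised count of at least 100, the medians were 1.97 and 0.50.

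**Figure D2:**
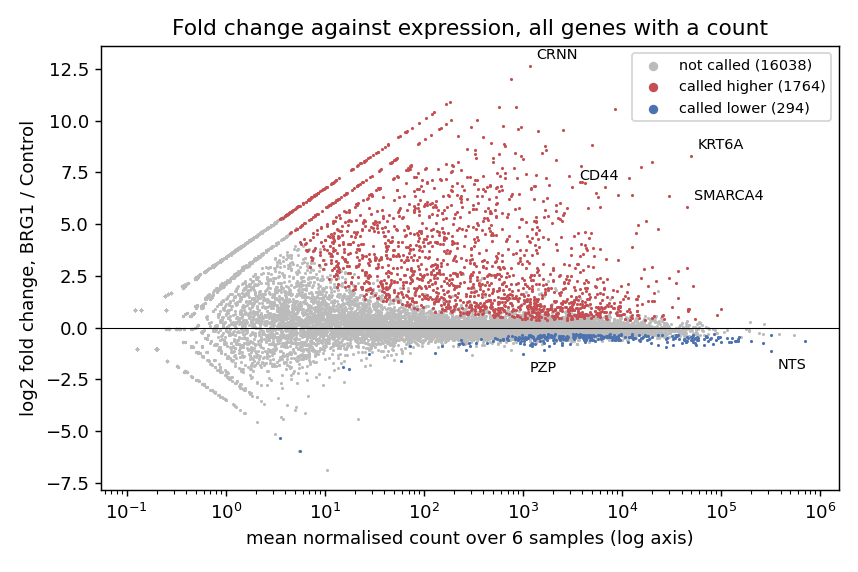
Log2 fold change (BRG1 / Control) against the mean normalised count over 6 samples on a log axis, 1 point per gene with a count. Red points are the 1764 genes called higher and blue points the 294 called lower by DESeq2; blue points stay close to 0.

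Of the called genes with a mean of at least 100 and no overlap between groups, the 5 with the largest fitted log2 fold change were CRNN (chromosome 1, 152409243 to 152414263), CST2 (chromosome 20, 23823769 to 23826729), MX2 (chromosome 21, 41361999 to 41409393), TNFSF10 (chromosome 3, 172505508 to 172523475) and IFITM1 (chromosome 11, 310041 to 315272). Every Control sample held 3 counts or fewer for each of them. Their folds are therefore lower bounds, and their order against other genes is not established. CRNN rose to 2334 ± 1256 normalised counts (SD, n = 3), at least 741-fold. CST2, which belongs to a family of similar genes and is uncertain for that reason, rose at least 484-fold, IFITM1 at least 535-fold, MX2 at least 116-fold and TNFSF10 at least 105-fold. Exons of other genes cover 31.6% of the exonic bases of IFITM1.

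The 5 largest decreases were smaller. PZP (chromosome 12, 9148840 to 9208395) fell from 1413 ± 374 to 584 ± 60.4 normalised counts (SD, n = 3), a log2 fold change of -1.28 with a standard error of 0.24 and a DESeq2 adjusted p of 3.4e-06. SLC16A10 (chromosome 6, 111087503 to 111231194) fell from 364 ± 8.86 to 171 ± 3.33 (SD, n = 3), a log2 fold change of -1.09. NTS (chromosome 12, 85874295 to 85882992) had a log2 fold change of -1.13 and TNFRSF10D (chromosome 8, 23135588 to 23164027) of -1.06. The readthrough gene TMEM110-MUSTN1 (chromosome 3, 52833121 to 52897562) had one of -1.24, but other genes cover 91.4% of its exonic bases and its value is uncertain. The calls of NTS, TNFRSF10D and TMEM110-MUSTN1 were lost under edgeR, with adjusted p-values of 0.0932, 0.0648 and 0.0542, under limma-voom, and each also without at least 1 of the replicates. Those are fits without the pairing. With the replicate block DESeq2 kept the calls (adjusted p 1.3e-08, 4.3e-09 and 0.00611).

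Genes that the study treats as BRG1 targets were compared next. CD44 (chromosome 11, 35138882 to 35232402) rose from 56.5 ± 17.1 to 6143 ± 3738 normalised counts (SD, n = 3), a log2 fold change of 6.77 with a standard error of 0.44 and a DESeq2 adjusted p of 3.0e-50. EHF (chromosome 11, 34621093 to 34663288) had a log2 fold change of 4.83 (DESeq2 adjusted p 1.7e-07) and IFI16 (chromosome 1, 158999968 to 159055155) of 4.94 (DESeq2 adjusted p 3.0e-31). Control counts of EHF were 1 to 4, so its fold is imprecise. MMP7 (chromosome 11, 102520508 to 102530750) had a log2 fold change of 2.43 and was not called by DESeq2 (adjusted p 0.122), whereas the fit with the replicate block called it (adjusted p 0.00852). The tight junction gene CLDN4 (chromosome 7, 73799542 to 73832690) had a log2 fold change of 1.41 and a DESeq2 adjusted p of 0.00565. This call was lost under edgeR, where the adjusted p was 0.0660, and under limma-voom (adjusted p 0.0726). It was also lost without BRG1 replicate 1 or Control replicate 2, where DESeq2 gave 0.133 and 0.0617. Those are fits without the pairing, and with the replicate block DESeq2 kept the call of CLDN4 (adjusted p 0.00640).

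Whether BRG1 raised an epithelial set of genes was examined with the study's lists. In the xCell epithelial list, 100 of the 131 members with a fold change (76.3%) had a log2 fold change above 0, and 59 were called higher and 0 lower by DESeq2, and 48 and 0 by edgeR. Adjusted over the list alone, 63 members were called higher and 0 lower. At an unadjusted p under 0.05, 2 members were lower. Of the epithelial markers, 35 of 39 had a log2 fold change above 0 and 22 were called higher by DESeq2 and 17 by edgeR, or 23 by DESeq2 adjusted over the list alone. None was lower at an unadjusted p under 0.05 (0 members). Among these markers 20 of 37 keratin genes were called higher. In 15 keratin genes Control was at the floor and BRG1 was not, and in a further 9 both groups were. The number of markers above 0 moved most with the low-count filter, which kept 21 markers, 20 of them above 0. KRT6A (chromosome 12, 52487176 to 52493257) rose from 322 ± 119 to 99167 ± 42745 normalised counts (SD, n = 3). It shares sequence with KRT6C, which rose from 1.67 ± 1.93 to 947 ± 390, so the division of reads between them is uncertain. KRT4 rose at least 365-fold and THBD at least 43.6-fold. KRT80, KRT71, PI3 and LAMB3 had log2 fold changes of 9.50, 9.20, 7.32 and 7.21. Control counts were 2 to 5 for KRT80, 0 to 4 for KRT71 and 3 to 23 for LAMB3. Their folds are therefore imprecise, with standard errors of 0.88, 0.76 and 1.02. CDH1, which encodes E-cadherin and was chosen after its values were seen, had 21.6 ± 31.0 counts in Control and 21.1 ± 11.7 in BRG1 samples (SD, n = 3), a difference within the spread between replicates.

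In the combined epithelial signature, 132 of 167 members had a log2 fold change above 0, and 78 were called higher and 0 lower by DESeq2, or 84 higher and 1 lower adjusted over the list alone. edgeR called 62 higher and 0 lower. The median log2 fold change was 1.16, and 0.96 over 153 members with floor values at their bound. The camera test gave limma FDRs of 2.2e-14 for the xCell list, 3.5e-15 for the markers and 4.5e-18 for the signature, all higher. The calls of these 3 lists held under fry (FDR 0.00609 for each) and were lost with an estimated correlation (FDR 0.109 for each). The signature score was -0.0810 ± 0.0122 in Control and 0.0177 ± 0.0236 in BRG1 samples (SD, n = 3), a difference of 0.0987. Every BRG1 sample scored above every Control sample. The two-sided exact permutation p was 0.1. That is the smallest this test allows with 3 samples against 3, so this test cannot reach 0.05 here. The score rose within each replicate number, and with the mean within-number difference as the replicate block the exact p was 0.25, likewise the smallest that 3 pairs allow.

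**Figure D3:**
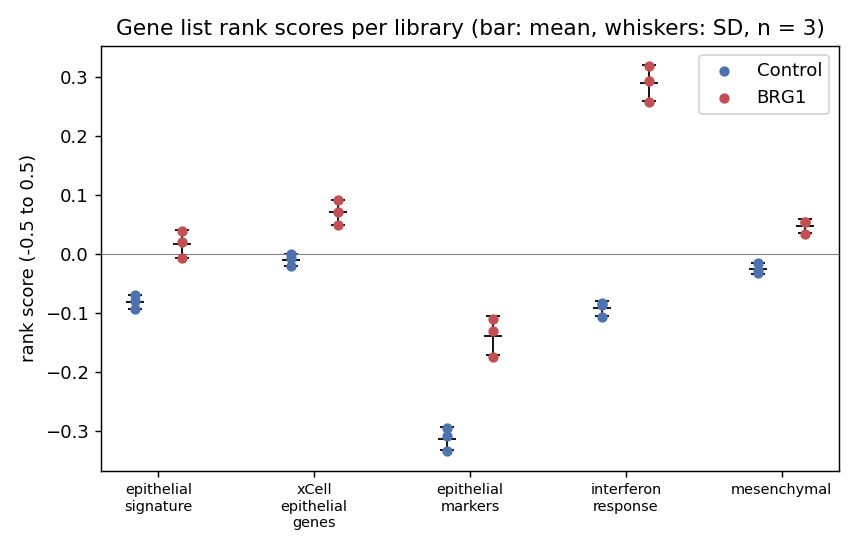
Rank scores of 5 gene lists, on an axis from -0.5 to 0.5; each point is 1 library, the bar is the mean and the whiskers are the SD (n = 3). In each list the BRG1 libraries lie above the Control libraries, with the largest difference (0.382) in the interferon response list.

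AP-1 is a dimer of FOS, JUN, ATF and MAF family proteins, whose activity the study links to that of BRG1. Of 24 members, 18 had a log2 fold change above 0, and DESeq2 called 4 higher and 0 lower, or 4 higher adjusted over the list alone. At an unadjusted p under 0.05, 0 were lower. Among them were BATF2 (log2 fold change 4.57), MAF (1.63) and JDP2 (1.00), and edgeR called 2 members. With the replicate block DESeq2 called 11 members higher and edgeR called 10. JUN (chromosome 1, 58776845 to 58784048) had 11717 ± 6517 normalised counts in Control and 18127 ± 9880 in BRG1 samples (SD, n = 3), a log2 fold change of 0.63 that was within the spread between replicates (DESeq2 adjusted p 0.588). Within replicate numbers the fold was 1.49, 1.63 and 1.53, and with the block the DESeq2 adjusted p was 2.6e-11 and the edgeR adjusted p 0.00180. FOS and FOSL1, chosen after their values were seen, had log2 fold changes of 0.83 and 1.34 with the block (DESeq2 adjusted p 4.6e-05 and 0.00509). FOSL1 did not rise in replicate 3, where the fold was 0.926. The call of MAF was lost with the block (DESeq2 adjusted p 0.0540), and those of MAF and JDP2 were lost under edgeR (adjusted p 0.0646 and 0.144), under limma-voom and without some of the replicates. With the block edgeR called JDP2 (adjusted p 0.0136) but not MAF (adjusted p 0.0525). The camera FDR of the list was 0.0442 and was not kept under fry (FDR 0.135), an estimated correlation (FDR 0.376) or no low-count filter (FDR 0.0642), nor without Control replicate 3 (FDR 0.272), whereas with the replicate block it was 0.00105.

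**Figure D4:**
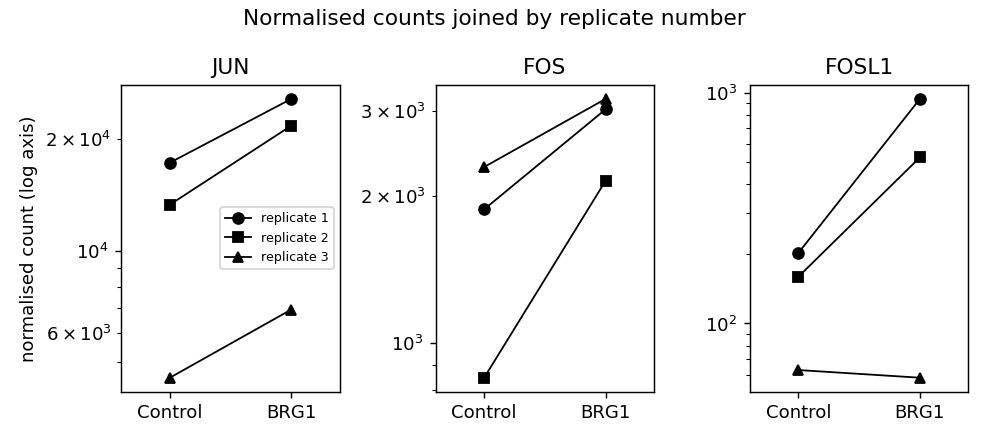
Normalised counts of JUN, FOS and FOSL1 on log axes, 1 line per replicate number joining its Control and BRG1 library. JUN rises 1.49-fold to 1.63-fold within each number, while Control library 3 lies further than that below the other Control libraries.

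The lists beyond those of the study gave the following. In the interferon response list 25 of 25 members had a log2 fold change above 0 and 24 were called higher, also adjusted over the list alone; 0 were lower at an unadjusted p under 0.05. The exception was IRF7 (log2 fold change 0.25, and -0.02 with the block). The list's median log2 fold change was 5.70, and its camera FDR of 3.8e-34 held under fry (FDR 6.5e-05) and an estimated correlation (FDR 0.0217). In the mesenchymal list 19 of 21 members had a log2 fold change above 0 and 8 were called higher and 0 lower by DESeq2 (9 higher adjusted over the list alone; 0 lower at an unadjusted p under 0.05), and edgeR called 6 higher and 0 lower. SPARC rose from 156 ± 10.2 to 23639 ± 13659 normalised counts (SD, n = 3), SNAI2 rose at least 16.7-fold, and MMP2, PDGFRB and S100A4 had log2 fold changes of 5.75, 5.46 and 4.79. Control counts were 3 to 6 for PDGFRB and 3 to 7 for S100A4, so their folds are imprecise. The camera FDR was 8.4e-06, held under fry (FDR 0.00609) and was lost with an estimated correlation (FDR 0.109).

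Of 30 proliferation genes, 0 had a log2 fold change above 0, 0 were called in either direction, also adjusted over the list alone, and 0 had an unadjusted p under 0.05. With the replicate block DESeq2 called 17 lower and edgeR called 6. The median log2 fold change was -0.38, and -0.11 without BRG1 replicate 1. The camera FDR was 8.4e-06 and was not kept under fry (FDR 0.249) or an estimated correlation (FDR 0.376). Of 27 SWI/SNF subunit genes, 7 had a log2 fold change above 0, and DPF3 (log2 fold change 4.14, DESeq2 adjusted p 1.1e-08) was the 1 gene called, also adjusted over the list alone. No subunit was called lower (0 genes; 2 at an unadjusted p under 0.05), while with the block DESeq2 called 6 lower and edgeR 3. The camera FDR of 0.0435 was not kept under fry (FDR 0.241), an estimated correlation (FDR 0.376) or without BRG1 replicate 1 (FDR 0.236), Control replicate 2 (FDR 0.180) or BRG1 replicate 3 (FDR 0.0889).

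**Figure D5:**
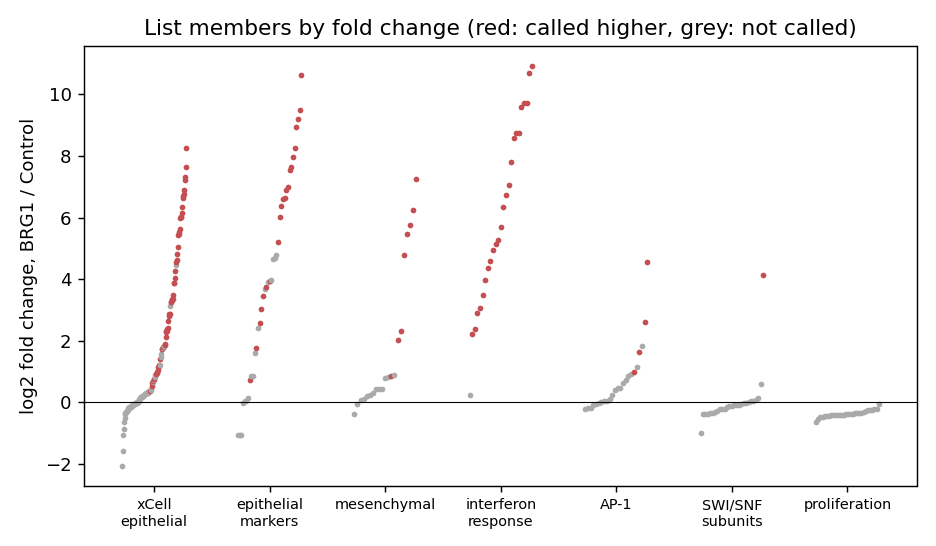
Log2 fold change (BRG1 / Control) of each member of 7 gene lists, sorted within a list; red points are genes called higher by DESeq2 and grey points were not called. In this fit 25 of 25 interferon response genes lie above 0, where IRF7 falls to -0.02 with the replicate block, and 30 of 30 proliferation genes lie below 0.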

Values the study reported

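For COV434, the study gave a p-value of 0.0075 for the rise in epithelial signature score, from a Welch test. Across the SCCOHT lines it examined, 79 of the 132 genes on its xCell epithelial list (60%) rose in every line. In BIN67 cells it counted 4087 genes as increased and 3444 as decreased, and gave a log2 fold change of 5.34 for SMARCA4.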

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

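SMARCA4 was called higher in every alternative run. The number of genes called higher (1764) ran from 1270 with limma-voom to 2147 with GC and length correction and the replicate block, and the called-higher counts of the epithelial, mesenchymal and interferon lists also stayed within 1.5 times. The signature score difference stayed above 0. The results below did not. The cause was not tested unless stated.

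The number of genes called lower (294) was 140 with edgeR, 157 with limma-voom, 130 at an adjusted p under 0.01 and 11 when a log2 fold change of at least 1 was also required. It rose to 1035 with the replicate block, 783 with edgeR and the block, and 903 with the GC and length correction with the block. Across the 6 fits that each left out a replicate it ran from 116 (without BRG1 replicate 2) to 596 (without BRG1 replicate 3).

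AP-1 members called higher (4) were 2 with edgeR, limma-voom or an adjusted p under 0.01, 11 with the replicate block with or without GC and length correction, and 10 with edgeR and the block. They ran from 2 (without BRG1 replicate 1) to 5 (without BRG1 replicate 3) when a replicate was left out. Proliferation members called lower (0) were 17 with the block, 14 with GC and length correction and the block, and 6 with edgeR and the block, and ran from 0 to 4 (without BRG1 replicate 3). Proliferation members above 0 (0) were 1 with GC and length correction, with or without the block, and ran from 0 to 3 (without BRG1 replicate 1). SWI/SNF members called lower (0) were 6 with the block, 5 with GC and length correction and the block, 3 with edgeR and the block and 1 with GC and length correction alone, and ran from 0 to 2 (without BRG1 replicate 3). Ribosomal protein genes called lower (47) ran from 25 (without Control replicate 2) to 58 (without BRG1 replicate 3). Mesenchymal members called lower (0) ran from 0 to 1 (without BRG1 replicate 3). With the block, 1 member was called lower in the xCell list and 1 in the signature. Epithelial markers above 0 (35) were 20 with edgeR or the filter of 10 counts in 3 samples, 21 with limma-voom or with edgeR and the block, and 22 at a mean of at least 10; these settings test fewer genes.

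With an estimated correlation, camera FDRs were 0.109 for the xCell, marker, signature and mesenchymal lists and 0.376 for the AP-1, SWI/SNF and proliferation lists. Under fry they were 0.135 for AP-1, 0.241 for SWI/SNF and 0.249 for proliferation. Without the filter the AP-1 FDR was 0.0642. Leaving out a replicate gave AP-1 FDRs from 0.00266 to 0.272 (without Control replicate 3) and SWI/SNF FDRs from 0.0235 to 0.236 (without BRG1 replicate 1). With the replicate block every list kept its direction and an FDR under 0.05, among them AP-1 (0.00105), SWI/SNF (0.0198) and proliferation (3.8e-08).

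The median absolute log2 fold change of higher calls (2.91) was 2.07 with the block, 2.01 with edgeR and the block or with GC and length correction and the block, and 1.97 at a mean of at least 100. That of lower calls (0.50) was 0.40 with GC and length correction and the block, and ran from 0.56 to 0.63 when a replicate was left out. The first component's share (93.0%) was 74.2% over all genes and 95.5% on log2(CPM + 1) values.

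CDH1 (log2 fold change -0.03) had 0.96 with limma-voom, 1.30 with the replicate block, 0.63 with edgeR and the block and 1.25 with GC and length correction and the block, and ran from -0.54 to 2.50 (without Control replicate 2) when a replicate was left out; it was not called in any of these. Over the 44 named genes other than SMARCA4, 744 values were recomputed, of which 34 were weaker, 15 stronger and 6 reversed. Beyond the results given here and in the report, the replicate block changed no other call of a named gene or of a list's set test; smaller moves in list counts are left out. The GC and length corrections and edgeR with the block were chosen after seeing the data. BRG1 replicate 3 was the shallowest library at 29699759 counts. It had 16424 genes detected, fewer than BRG1 replicates 1 and 2 (17015 and 16908). Control replicates 1 to 3 had fewer still (15863, 15962 and 16199).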

Other observations

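The tests of SMARCA4 in BRG1 replicate 3 and of the AP-1 members by replicate number were chosen after the results were seen, and the interferon ligand genes and ribosomal protein genes were picked after the fold changes were seen.

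The samples can be split into groups of 3 in 10 ways, and 1 of the 10 splits, the real one, gave as many genes called (2058). Since 10 splits cannot give a share under 0.1, this cannot separate the groups from chance. If the replicate numbers pair the samples, the closer comparison is with the 4 splits that part all 3 pairs, the real one included. Among the other ones the most genes called was 1. Those splits mix BRG1 and Control libraries in each group, so a real difference would widen their spread and leave few calls. With 4 splits the share also cannot go under 1 in 4, so this comparison cannot separate the groups from chance either. The other 6 splits each part 1 pair, and the most called among all other splits was 358. For the members called, 1 of 10 splits gave as many in the xCell, marker, signature, mesenchymal and interferon lists, 2 in the AP-1 list, 3 in the SWI/SNF list and 10 in the proliferation list, where the real split called 0. For the camera p-value, 1 of 10 splits was as small in the xCell, marker, signature, mesenchymal and interferon lists, 5 in the AP-1 list, 5 in the SWI/SNF list and 6 in the proliferation list. Among the 4 splits that part all pairs, the most members called in the other ones was 0 in every list, against 4 AP-1 members and 1 SWI/SNF member in the real split, and the camera p was as small in 2 for the AP-1, SWI/SNF and proliferation lists and in 1, the real one, for the rest.

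The exact p of the signature score here was 0.1. That is higher than the value quoted from the study above, as it had to be whatever the data, since the exact test cannot go lower with this number of samples. The genes called here were 1764 higher and 294 lower. Both are lower than the counts quoted from the study above, which are for another cell line.

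The interferon response list changed more than any epithelial list, with a median log2 fold change of 5.70 against 1.16 for the signature and 3.96 for the markers, and shares 0 genes with them. One library does not account for it, since at least 24 members stayed called when any library was left out. Scaling does not either, since the list median was at least 5.66 under the other scalings, and 24 members were called after GC content and length trends were removed with the replicate block. Transcription of an interferon gene would need a ligand gene that is present in BRG1 samples alone. IFNB1 held 0, 1 and 0 counts in Control and 109, 74 and 21 in BRG1 samples, so its lowest BRG1 count was 21, and of 21 ligand genes it was the one above 3 counts in every BRG1 library and at or under 3 in every Control library. IFNL1 (0, 0 and 0 counts in Control; 10, 7 and 2 in BRG1 samples) and IFNL3 (1, 0 and 0; 4, 7 and 2) missed that limit in BRG1 replicate 3 alone, the shallowest library. A candidate explanation is interferon signalling started by IFNB1, and a part of IFNL1 and IFNL3 in it stays open. Whether BRG1 or the transfected BRG1 plasmid itself, which differs from the control plasmid, set it off cannot be answered by this design, where plasmid and BRG1 go together, and no test of it was run. Genes that respond to both interferon and BRG1 are open to the same doubt. Whether BATF2 of the AP-1 list or IFI16 of the study's targets is such a gene was not tested.

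The mesenchymal list rose together with the epithelial lists and shares 0 genes with the signature. SPARC, SNAI2 and MMP2 were called higher while CDH1 was not called. No explanation was tested.

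Ribosomal protein genes were lower with BRG1. Of 78 with a mean of at least 1000, 77 had a log2 fold change below 0, with a median of -0.43, and DESeq2 called 47 lower, or 64 with the replicate block, and edgeR called 39. Leaving out a replicate gave between 25 (without Control replicate 2) and 58 lower calls (without BRG1 replicate 3), and GC and length correction without the block gave 32. The choice of scaling does not account for this, as the median was -0.45 or further from 0 under the other scalings. The median over all tested genes was -0.01. All of these scalings are set from the counts themselves, so they show a fall relative to other genes only. An absolute fall cannot be tested with them. After GC content and length trends were removed with the block the median was -0.33, and 51 of the 64 calls were kept, so those trends account for part of the size at most. A biological change with BRG1 stays open as a hypothesis.

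The epithelial signature changed less in BRG1 replicate 3 than in BRG1 replicates 1 and 2. The signature's median change against the Control mean was 1.17, 1.08 and 0.68 on the log2 scale in BRG1 replicates 1 to 3. When every library was thinned to the lowest depth in 20 draws, replicates 1 and 2 kept 1.12 and 1.01, the smaller being 1.01, against 0.67 in replicate 3, which argues against lower depth. SMARCA4 in replicate 3 was 0.994 times its level in replicate 2, although replicate 2 changed more. That comparison has 1 library on each side, so an effect of the SMARCA4 transcript level cannot be told apart from other differences between these libraries. SMARCA4 protein and the share of transfected cells were not analysed here. On the same measure the interferon list's median was 5.86, 5.83 and 5.36, also lowest in replicate 3, but within replicate numbers it was 5.04, 5.94 and 6.03. Within replicate numbers the signature's median was 1.26, 0.92 and 0.54, lowest in number 3. The change was also smallest in number 3 in the xCell (0.42), mesenchymal (0.31), SWI/SNF (-0.07) and proliferation lists (-0.12) and the ribosomal protein genes (-0.31). That was not so for the epithelial markers (2.63, 2.11 and 2.19) or the AP-1 list (0.22, 0.55 and 0.25). Against the Control mean, the medians of the markers (1.99) and the AP-1 list (-0.05) were also lowest in BRG1 replicate 3.

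AP-1 genes varied by replicate number in both groups. Over 23 members with a mean of at least 10, same-numbered Control and BRG1 libraries deviated together with correlations of 0.799, 0.584 and 0.803 across genes, the lowest being 0.584. Variation shared by both groups within a number, such as a common day of transfection, would give this. The labels do not give the day. A block gains calls where same-numbered libraries deviate together, so these correlations restate the gain in calls and are no separate test of it. JUN was called with the block, by DESeq2 and by edgeR, and in none of the alternatives without the block.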
